A study of Mus musculus with 6 samples. Its data were reported in "CRISPR and biochemical screens identify MAZ as a cofactor in CTCF-mediated insulation at Hox clusters" (2022).

How the data were processed

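The data are counts of single-guide RNAs (guides) from pooled CRISPR loss-of-function screens in motor neurons (MNs) differentiated from mouse embryonic stem cells. The cells carry mCherry joined to Hoxa5 and eGFP joined to Hoxa7 through a P2A peptide, so that fluorescence reports the expression of each gene. Per the labels, embryoid bodies formed over 2 days were treated with 1 µM retinoic acid and 0.5 µM smoothened agonist. MNs were sorted into an mCherry-positive population, given as eGFP-negative in the paper's screen methods, and a dual-positive population (mCherry and eGFP). Guides were amplified from genomic DNA in a two-step PCR. The design holds 2 backgrounds, the unmodified reporter line (WT) and a line lacking the CTCF sites between Hoxa5 and Hoxa6 and between Hoxa6 and Hoxa7, called CTCF(Δ5|6:6|7).

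The authors deposited whole-number counts of reads per guide, not normalized, with a column for each sorted population and replicate. The submitters' processing notes name MAGeCK. Trimming, the mismatches allowed in matching reads to guides and a genome build are not given in the sources used here, and no coordinates are reported. Groups came from the sample titles. WT had 1 library per population and CTCF(Δ5|6:6|7) had 2, and no column was left unmapped. The library held 3363 guides, of which 3263 targeted 814 genes and 2 reporters and 100 were non-targeting. Of the 816 targets, 815 had 4 guides and 1 had 3. Of the 814 gene names, 776 matched a symbol and 37 an older name in the GRCm38.p6 annotation, and 1 did not match. Names are printed as deposited.

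Library totals ran from 18617422 to 26039949 counts. No guide had a count of 0, and the lowest count in any library was 65. A filter on low counts therefore removed no guide or gene (filterByExpr, or under 30 counts), and an analysis without a filter gave the same counts of calls. PCR reads without molecular identifiers are not independent molecules, so counting error understates the error of a count. Biological replicates in the study are separate differentiations, and each differentiated culture was sorted into both populations. The replicate number in the labels was therefore read as the number of the differentiation, which pairs the same-numbered CTCF(Δ5|6:6|7) libraries. Their deviations from the group means correlated at 0.614 over guides and 0.588 over gene means. The p-values of the replicate-based edgeR tests measure the spread between 2 differentiations. Those of the rank test compare the ranks of a gene's guides with random draws. The tests were fixed without the pairing. Tests with the replicate number as a block are given where they changed a call or moved a count of calls by more than 1.5 times. In edgeR the block leaves 1 residual degree of freedom. In the rank test it changes the order in which guides are ranked.

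Gene enrichment and depletion in the dual-positive population were tested by robust rank aggregation, rewritten in Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3) after the steps of MAGeCK. Counts were scaled by the median of ratios. Guides were ranked by the one-sided negative binomial tail probability of the dual-positive count given the mCherry-positive count. Guides with a tail probability under 0.25 set the share of ranks that counted, and gene p-values came from 100000 random draws. With 1 library per WT population, the mean-variance relation was fitted over the 2 libraries, and the p-value compares these libraries, not the conditions. The test was one-sided in each direction with Benjamini-Hochberg adjustment over 816 targets and a threshold of 0.05. A second count took genes at an unadjusted p under 0.05 with at least 3 guides inside that share, next to 200 random assignments of guides to genes. The log2 ratio of a guide is the scaled dual-positive over mCherry-positive count with a pseudocount of 1. A gene's ratio is the mean over its guides, with the SD over guides.

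Replicate-based tests used edgeR 4.0.16 (R 4.3.3): the quasi-likelihood test with TMM scaling, per guide and on the summed counts of each gene, over the 4 CTCF(Δ5|6:6|7) libraries with 2 residual degrees of freedom. The difference between backgrounds was the interaction of background and population over all 6 libraries. It assumes that the single WT libraries vary like the CTCF(Δ5|6:6|7) replicates. SE is the log2 change divided by the square root of the F statistic. Gene lists with at least 5 measured genes were tested on guides with camera in limma 3.58.1 (voom weights), with a preset correlation of 0.01 and with an estimated correlation. In WT, which has no replicates, a list's median was placed among 10000 random lists matched on mean count in 10 bins. Of the lists fixed before the data were examined, 11 could be tested and 9 had fewer than 5 measured genes. Correlations across genes and the intraclass correlation of guides within genes were tested with 100000 permutations, and overlaps with Fisher's exact test.

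Named genes followed a rule fixed beforehand: 6 genes the study names for this screen (Maz, Ctcf, Smc1a, Smc3, Pds5a and Zfp143), the 10 leading genes per background and direction by rank, the 5 leading genes per direction of the difference between backgrounds, up to 4 members of each list described, and the 3 leading guides per direction. Other genes named, including further list members that passed the test, HoxA genes and targets enriched in both backgrounds or moved in opposite directions, were chosen after their values were seen. Single results of some targets are not reported here, and these targets stay in all fits and counts. Each test was run on simulated counts with 200 changed genes. For guide ranks in WT, 61.2%, 100% and 100% of genes changed 1.2-fold, 1.5-fold and 2-fold were called, and in CTCF(Δ5|6:6|7) 1.49%, 47.8% and 92.4%. WT has no replicates, so its simulated spread could not be taken from replicates. The WT percentages are therefore not comparable with those of CTCF(Δ5|6:6|7). Summed counts called 16.4%, 91% and 100%, and the difference between backgrounds 0%, 17.9% and 86.4%. The tests on guides called 1.12%, 14.2% and 62.9%. Among 616 unchanged genes, guide ranks called 1 in WT and 0 in CTCF(Δ5|6:6|7), summed counts called 7, and the difference between backgrounds 0.

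Alternatives were DESeq2 1.42.0 size factors and Wald test, upper-quartile, total-count and non-targeting scaling, ranking by log2 ratio with pseudocounts of 1 and 10, a tail probability of 0.1, leaving out the strongest or the most abundant guide of each gene, limma on guide means, pseudocounts of 0.5 and 10 in the correlations, other thresholds for the overlap, the replicate number as a block, and leaving out each CTCF(Δ5|6:6|7) library. Plots were drawn with matplotlib 3.10.9.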

Results

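Guide counts were obtained from 6 libraries of sorted MNs. In WT, the mCherry-positive library held 22298081 counts and the dual-positive library 22186402. In CTCF(Δ5|6:6|7), the mCherry-positive libraries held 25062096 and 26039949 counts and the dual-positive libraries 23281517 and 18617422. Every guide was seen in every library. Guide representation was uneven to a similar degree, with a Gini index of 0.370 and 0.375 in the WT mCherry-positive and dual-positive libraries and between 0.399 and 0.413 in the CTCF(Δ5|6:6|7) libraries. The 10 most abundant guides took 4.71% and 4.65% of WT counts and between 6.04% and 6.98% of CTCF(Δ5|6:6|7) counts, and the most abundant guide targeted Trp53 in all 6 libraries. The chi-square per degree of freedom, which sets differences between libraries against the counting error of reads alone, was 145.5 between the mCherry-positive and 142.9 between the dual-positive CTCF(Δ5|6:6|7) libraries. Between the populations it was 127.6 and 131.9 in the CTCF(Δ5|6:6|7) libraries numbered 1 and 2, and 25.84 in WT.

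Guides against the reporters and their host genes showed how each sort responded to loss of the fluorescent protein. In CTCF(Δ5|6:6|7), guides against gfp fell in the dual-positive population, with a mean log2 ratio of -2.95 ± 0.33 (SD, 4 guides), a 7.71-fold drop. Guides against Hoxa7, the host gene of the eGFP reporter, fell to -1.79 ± 0.09 (SD, 4 guides). The gfp ratio was -2.49 and -3.40 in the libraries numbered 1 and 2, and the Hoxa7 ratio -1.34 and -2.24. In WT, neither passed the test: the ratio was 0.09 ± 0.03 for gfp (SD, 4 guides) and -0.04 ± 0.07 for Hoxa7 (SD, 4 guides). At the looser, unadjusted threshold gfp counted as enriched in WT (permutation p = 0.0187 from the random draws of the rank test, adjusted p = 0.839). Guides against mcherry rose in both backgrounds, by 0.36 ± 0.08 in WT and 0.46 ± 0.14 in CTCF(Δ5|6:6|7) (SD, 4 guides each), while guides against Hoxa5 stood at 0.08 ± 0.01 and 0.04 ± 0.16. The rank test for depletion gave an adjusted p of 0.00117 for gfp and for Hoxa7 in CTCF(Δ5|6:6|7) and of 1 for both in WT. For mcherry the adjusted p was 0.00544 in WT and 0.0143 in CTCF(Δ5|6:6|7), but the latter call ended without mCherry-positive replicate 1 (adjusted p = 0.504), dual-positive replicate 1 (0.291), mCherry-positive replicate 2 (0.374) or dual-positive replicate 2 (0.435). The 100 non-targeting guides had a 2.5th to 97.5th percentile range of -0.201 to 0.16 in WT and -0.25 to 0.191 in CTCF(Δ5|6:6|7).

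**Figure D1:**
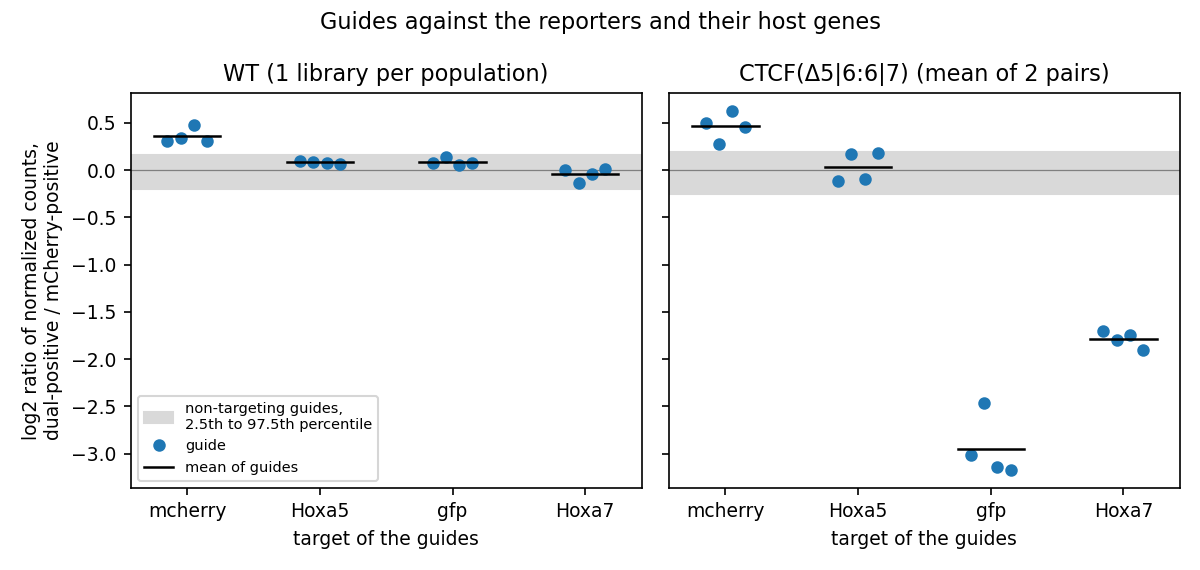
Log2 ratio of dual-positive over mCherry-positive normalized counts for each of the 4 guides against mcherry, Hoxa5, gfp and Hoxa7, in WT and in CTCF(Δ5|6:6|7). Points are guides, lines are means over guides and the grey band is the 2.5th to 97.5th percentile of the non-targeting guides; the gfp mean is 0.09 in WT and -2.95 in CTCF(Δ5|6:6|7).

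The next comparison asked which genes alter Hoxa7 expression where the CTCF sites are already deleted. In CTCF(Δ5|6:6|7), guides against 38 genes rose and guides against 20 fell in the dual-positive population. The strongest rises were Smarcd1, a subunit of SWI/SNF remodelers, at 1.16 ± 0.21, Kat7, a histone acetyltransferase, at 1.08 ± 0.55, and Kmt2d, a histone H3K4 methyltransferase, at 1.01 ± 0.16 (SD, 4 guides each). After gfp, the strongest fall was Ncoa3, a nuclear receptor coactivator, at -2.17 ± 0.17 (SD, 4 guides), a 4.49-fold drop. Dnmt3a, a DNA methyltransferase, fell to -1.02 ± 0.25, the cohesin subunit Stag1 to -0.98 ± 0.42 and Baz1b, a subunit of ISWI remodelers, to -0.93 ± 0.28 (SD, 4 guides each). Tbl1x (0.92), Rsf1 (0.91), Spop (0.71), Nf1 (0.67) and Trim71 (0.62) also rose, and Setd2 (-0.65), Tet1 (-0.50), Hipk2 (-0.38) and Sox13 (-0.35) also fell. Trp53 was among the 10 leading enriched genes with a ratio of only 0.16 ± 0.02 (SD, 4 guides), which was 0.06 without dual-positive replicate 2 and 0.26 without dual-positive replicate 1. All 38 enriched genes had positive and all 20 depleted genes negative ratios in both same-numbered pairs of libraries, which calling them from these libraries nearly fixes. Random assignment of guides to genes gave at most 1 gene in either direction in 200 draws. The counts were lower with 1 library left out, at 20 and 10 without mCherry-positive replicate 1, 23 and 9 without dual-positive replicate 1, 21 and 8 without mCherry-positive replicate 2, and 19 and 11 without dual-positive replicate 2. The libraries numbered 1 alone gave 18 and 12 and those numbered 2 alone 27 and 11, of which 17 and 12, and 24 and 11, were also called from all 4. Single calls ended too. Without dual-positive replicate 2 the adjusted p was 0.416 for Trp53, 0.0723 for Spop and 0.0503 for Hipk2. Without dual-positive replicate 1 it was 0.263 for Nf1, 0.0742 for Hipk2 and 0.0604 for Sox13, and without mCherry-positive replicate 2 it was 0.13 for Nf1 (at a ratio of 0.41), 0.0861 for Hipk2, 0.0892 for Sox13 and 0.0891 for Tet1. The adjusted p of Trp53 with the replicate block was 0.0974, ranked by log2 ratio it was 0.138, and over all alternatives it ran from 0.00136 to 0.416. The block gave 27 enriched and 16 depleted genes, of which 25 and 15 were also called without it.

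At the looser threshold, 78 genes were enriched and 51 depleted in CTCF(Δ5|6:6|7), where random assignment of guides gave a mean of 21.6 (range 9 to 31) and 20.7 (range 11 to 29). The replicate-based test on summed counts called 19 genes higher and 11 lower, all of which the rank test had called in the same direction. By edgeR, Ncoa3 fell by 2.16 ± 0.11 (SE, adjusted p = 9.28e-08) and Smarcd1 rose by 1.28 ± 0.10 (SE, adjusted p = 8.99e-06). gfp fell by 2.83 ± 0.26 (SE, adjusted p = 2.28e-05) and Hoxa7 fell by 1.76 ± 0.19 (SE, adjusted p = 9.33e-05). Trp53 was not called on summed counts (0.18 ± 0.12 SE, adjusted p = 0.916 by edgeR), but was called without dual-positive replicate 1 (adjusted p = 0.00178). The summed-count calls came to 11 higher and 7 lower without dual-positive replicate 1 and to 6 and 5 without dual-positive replicate 2. They came to 7 and 6 without the most abundant guide of each gene and to 56 and 34 by the DESeq2 Wald test. The replicate block brought them to 72 higher and 41 lower, including all 30 genes called without it. Among the genes named here, the block added Adnp2, Arid2, Brd7, Cbx5, Ccdc101, Ctcf, Dppa2, Fopnl, Ift88, Jarid2, Pds5a, Smarce1, Zfp143 and mcherry as higher. It added Atrx, Eed, G3bp1, Stag2, Suz12, Tfcp2l1 and Zfp462 as lower, and the adjusted p of these genes lay between 5.77e-10 (Arid2) and 0.0426 (Fopnl). Of single guides, edgeR called 12 higher and 17 lower, led by HOKLib_0572, HOKLib_0570 and HOKLib_0569 against Ncoa3 at -2.39, -2.20 and -2.08, by HOKLib_2088 and HOKLib_2087 against Smarcd1 at 1.37 and 1.25, and by HOKLib_0882 against Tbl1x at 1.11. These guide counts were 29 and 29 without dual-positive replicate 1, 22 and 21 without mCherry-positive replicate 2, 24 and 19 without dual-positive replicate 2, and 8 and 15 without mCherry-positive replicate 1. The replicate block gave 112 and 79, including all 29 guides called without it.

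In CTCF(Δ5|6:6|7), 3 gene lists shifted upward by camera with the preset correlation and 0 with an estimated correlation, where 2 had an unadjusted p under 0.05. Of 18 chromatin remodeler genes, 6 rose and 2 fell, and 7 and 3 when adjusted over the list alone. The members that rose were Smarcd1, Rsf1, Smarce1 (0.85), Pbrm1 (0.63), Arid2 (0.53) and Brd7 (0.42), and those that fell were Baz1b and Atrx (-0.28). The list as a whole shifted upward by camera (adjusted p = 0.000564, but adjusted p = 0.23 with an estimated correlation). Of 5 genes of Polycomb repressive complex 1, 1 rose, 2 rose when adjusted over the list alone, and none fell; the camera adjusted p was 9.94e-06, and adjusted p = 0.23 with an estimated correlation. Of 5 growth suppressors, 3 rose, Nf1 and Trp53 among them, and 3 also when adjusted over the list alone, with a camera adjusted p of 4.91e-07 and adjusted p = 0.279 with an estimated correlation. Among these members, calls ended without mCherry-positive replicate 1 for Arid2 (adjusted p = 0.273), Brd7 (1) and Atrx (0.115), and without dual-positive replicate 1 for Brd7 (0.146), Atrx (0.369) and Nf1 (0.263). They ended without mCherry-positive replicate 2 for Smarce1 (0.16), Pbrm1 (0.056), Atrx (0.591) and Nf1 (0.13), and without dual-positive replicate 2 for Smarce1 (0.155), Arid2 (0.687), Brd7 (0.499), Atrx (0.465) and Trp53 (0.416). The ratio of Brd7 was 0.22 without mCherry-positive replicate 1, that of Nf1 0.41 without mCherry-positive replicate 2, and those of Arid2 and Trp53 0.32 and 0.06 without dual-positive replicate 2. With the replicate block the calls of Arid2 (0.053), Brd7 (0.118), Atrx (0.0898) and Trp53 (0.0974) ended.

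The other lists had no camera call in CTCF(Δ5|6:6|7). Of 9 CTCF and cohesin genes, Ctcf (0.59) and Pds5a (0.53) rose and Stag1 and Stag2 (-0.53) fell, the same numbers as when adjusted over the list alone. That list had a median of 0.14, a mean of -0.01 and a downward camera direction (adjusted p = 0.85). Of 9 genes of Polycomb repressive complex 2, the accessory subunits Mtf2 (0.76) and Jarid2 (0.37) rose, and the core subunits Suz12 (-0.52, adjusted p = 0.0816), Eed (-0.12, adjusted p = 0.439) and Ezh2 (0.28, adjusted p = 0.876) did not pass the test. Ranked by log2 ratio, Suz12 was called as depleted (adjusted p = 0.0141; 0.0141 to 0.969 over all alternatives). Adjusted over the list alone, 2 rose and 1 fell; the median of -0.02 and the mean of 0.07 differed in sign (camera upward, adjusted p = 0.588). Of 17 histone deacetylase and heterochromatin genes, Tbl1x and Cbx5 (0.43) rose and Dnmt3a and Hdac2 (-0.44) fell, the same numbers over the list alone (camera adjusted p = 0.187). Of 12 other zinc-finger and CTCF-associated factors, Zfp143 (0.41) rose, also 1 over the list alone (camera adjusted p = 0.275). Of 6 genes of FGF, WNT and BMP signalling, Ski (0.46) rose, and 2 rose when adjusted over the list alone; the median of -0.01 and the mean of 0.07 differed in sign (camera upward, adjusted p = 0.443). None of 6 splicing factors and none of 5 nucleoporins passed the test, nor when adjusted over the list alone (camera adjusted p = 0.736 and 0.85). The study had drawn a longer list of candidates from its genome-wide screens in other libraries. Of the 195 candidates measured here, Myl6 (0.50) and Ski rose and G3bp1 (-0.25) fell (camera adjusted p = 0.596), and over the list alone 2 rose and 0 fell. The median of -0.01 and the mean of 0.000857 of that list differed in sign (camera downward). The non-targeting guides had no camera call (adjusted p = 0.2). Several of these single calls ended when 1 library was left out. Those of Ctcf, Stag2, Zfp143, Cbx5, Jarid2 and G3bp1 each ended without mCherry-positive replicate 1 (adjusted p = 0.0751, 0.375, 0.236, 0.258, 0.326 and 0.704), dual-positive replicate 1 (0.296, 0.237, 1, 0.544, 0.113 and 0.896), mCherry-positive replicate 2 (0.521, 0.108, 0.437, 0.702, 0.0957 and 0.475) and dual-positive replicate 2 (0.256, 0.776, 0.271, 0.523, 0.416 and 0.97). Without mCherry-positive replicate 1 the calls of Pds5a (0.779), Mtf2 (0.0909), Hdac2 (0.101), Ski (0.081) and Myl6 (0.0751) also ended, as did that of Myl6 without dual-positive replicate 1 (0.0852) and those of Mtf2 (0.101) and Ski (0.0951) without dual-positive replicate 2. The ratio of Zfp143 was 0.24 without dual-positive replicate 1. With the replicate block the calls of Ctcf (0.084), Pds5a (0.0794), Stag2 (0.0558), Zfp143 (0.246), Cbx5 (0.112), Jarid2 (0.0621) and G3bp1 (0.212) ended, as did that of Cbx5 when ranked by log2 ratio (0.0872).

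The WT screen asked which genes hold Hoxa7 silent where the CTCF sites are intact. It compared 1 dual-positive with 1 mCherry-positive library, so the test compares these 2 libraries and has no replicate check. Guides against 4 targets rose and guides against 3 fell. Random assignment of guides to genes gave means of 0.025 enriched and 0.04 depleted and at most 2 enriched and 3 depleted in 200 draws, so the depleted count equalled the highest of these draws. Rfwd2 and Det1, components of the COP1 ubiquitin ligase, rose by 1.38 ± 0.33 and 0.99 ± 0.49 (SD, 4 guides each; adjusted p = 0.00408 for both). mcherry and Ccdc101, a subunit of the SAGA acetyltransferase complex, rose by 0.36 and 0.28 (adjusted p = 0.00544 and 0.00612). Fopnl and Ift88, both needed for primary cilia, fell to -0.54 ± 0.27 and -0.41 ± 0.20 (SD, 4 guides each; adjusted p = 0.00408 for both). Smarcd1 fell to -0.24 ± 0.17 (SD, 4 guides; adjusted p = 0.0136), a call that ended when guides were ranked by log2 ratio (adjusted p = 0.428; 0.00816 to 0.428 over all alternatives). At the looser threshold 37 genes were enriched and 43 depleted. Random assignment of guides gave a mean of 27.6 enriched (range 14 to 42) and 26.8 depleted (range 17 to 38), so the enriched count lay inside the range of chance.

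Among the next WT genes by rank, Kat2a (0.12), Tbl1x (0.16), Phf5a (0.51) and Adam10 (0.29) had adjusted p-values of 0.271, 0.271, 0.35 and 0.35 and did not pass the test. Ranked by log2 ratio, Phf5a and Adam10 were called (adjusted p = 0.0196 and 0.034; 0.0196 to 0.35 and 0.034 to 0.35 over all alternatives). In WT the median of the splicing factors lay at the percentile 96.6 and that of the growth suppressors at the percentile 95.2 of random lists of the same size. The percentile was 78.7 for histone deacetylase and heterochromatin genes, 78 for FGF, WNT and BMP signalling, 74.9 for Polycomb repressive complex 1, 64.4 for CTCF and cohesin, 53 for the candidates from the genome-wide screens, 42.9 for chromatin remodelers, 23.8 for Polycomb repressive complex 2, 13.3 for other zinc-finger and CTCF-associated factors and 12.5 for nucleoporins. These percentiles describe 2 libraries. By rank, Smarcd1 was the remodeler that passed the WT test, also when adjusted over the list alone, and Tbl1x passed when adjusted over the deacetylase and heterochromatin list alone. Of the 195 candidates, Det1 rose and Ift88 fell, also over the list alone.

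Genes that the study names for this screen were examined whatever their values. Maz, a zinc-finger protein that binds GC-rich DNA, had a WT ratio of 0.15 ± 0.07 (SD, 4 guides), higher for 4 of 4 guides. Its rank was 17 of 816 with an unadjusted p of 0.0206, and it did not pass the adjusted test (adjusted p = 0.839). In CTCF(Δ5|6:6|7), Maz stood at -0.01 ± 0.08 (SD, 4 guides), higher for 2 of 4. The paper drew its cutoff for this screen at P under 0.05 and reported Maz in the WT background alone. At an unadjusted p under 0.05, Maz was likewise enriched here in WT and not in CTCF(Δ5|6:6|7). Ctcf stood at -0.14 ± 0.24 in WT (SD, 4 guides; depletion adjusted p = 0.999) and rose by 0.59 ± 0.18 in CTCF(Δ5|6:6|7) (SD, 4 guides; adjusted p = 0.0201). Pds5a, a cohesin regulator, rose by 0.53 ± 0.19 (SD, 4 guides; adjusted p = 0.00408) and Zfp143, a zinc-finger protein found at CTCF sites, by 0.41 ± 0.16 (SD, 4 guides; adjusted p = 0.0337) in CTCF(Δ5|6:6|7), against 0.03 and -0.03 in WT. The cohesin ring subunits did not pass the test: Smc1a stood at 0.12 in WT (unadjusted p = 0.0375, rank 35) and 0.14 in CTCF(Δ5|6:6|7), and Smc3 at 0.01 and 0.20. The calls of Ctcf and Zfp143 ended without mCherry-positive replicate 1 (adjusted p = 0.0751 and 0.236), dual-positive replicate 1 (0.296 and 1), mCherry-positive replicate 2 (0.521 and 0.437) or dual-positive replicate 2 (0.256 and 0.271), and that of Pds5a without mCherry-positive replicate 1 (0.779). The ratio of Ctcf lay between 0.56 and 0.62 in these fits, while that of Zfp143 was 0.24 without dual-positive replicate 1. With the replicate block the rank calls of all 3 ended (adjusted p = 0.084, 0.0794 and 0.246 for Ctcf, Pds5a and Zfp143; 0.0051 to 0.521, 0.00367 to 0.779 and 0.0247 to 1 over all alternatives). On summed counts edgeR called none of the 3 without the block (adjusted p = 0.203 for Ctcf, 0.153 for Pds5a and 0.524 for Zfp143) and all 3 with it (0.000455, 2.39e-05 and 0.00524). Over all alternatives the summed-count adjusted p ran to 0.765, 0.876 and 0.998, and DESeq2 also called Ctcf and Pds5a (0.00146 and 0.00168).

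Whether the ratio of a gene differed between the 2 backgrounds was tested directly. Guides against gfp and Hoxa7 fell in CTCF(Δ5|6:6|7) and not in WT. A gene that alters eGFP in both backgrounds could therefore also differ in this test. Each background was also its own cell line, so the deletion and other differences between the lines cannot be separated. The ratio was higher in WT for 5 targets (gfp, Ncoa3, Hoxa7, Rfwd2 and Baz1b) and lower in WT for 4, among them Smarcd1, Rsf1 and Tbl1x. The WT minus CTCF(Δ5|6:6|7) difference was 2.25 ± 0.18 for Ncoa3 (SE, edgeR adjusted p = 5.92e-05) and -1.48 ± 0.17 for Smarcd1 (SE, edgeR adjusted p = 0.00114). For Rfwd2 it was 1.38 ± 0.28 (SE, edgeR adjusted p = 0.0387). For Maz the difference was 0.17 ± 0.14 (SE, edgeR adjusted p = 0.999, unadjusted p = 0.255), and for Ctcf -0.70 ± 0.37 (SE, edgeR adjusted p = 0.999, unadjusted p = 0.0843). The test assumes that the single WT libraries vary like the CTCF(Δ5|6:6|7) replicates. The calls fell to 2 and 1 without dual-positive replicate 2, and were 8 and 3 without dual-positive replicate 1 and 9 and 6 without mCherry-positive replicate 2. With the replicate block they were 17 and 27, including all 9 called without it. Among the genes named here, the block added Det1, Dnmt3a, Hdac2, Hipk2, Setd2, Sox13, Stag1, Tet1 and Zfp462 as higher in WT. It added Adnp2, Arid2, Brd2, Dppa2, Fopnl, Ift88, Jarid2, Kat7, Kmt2d, Mtf2, Myl6, Nf1, Pbrm1, Ski, Smarce1 and Trim71 as lower in WT, and the adjusted p of these genes lay between 9.65e-14 (Dnmt3a) and 0.0422 (Jarid2). Without dual-positive replicate 2 the adjusted p was 0.225 for Rfwd2, 0.309 for Tbl1x and 0.12 for each of Hoxa7, Baz1b and Rsf1, and without dual-positive replicate 1 it was 0.0605 for Tbl1x. Without the most abundant guide of each gene it was 0.206 for Rfwd2, 0.412 for Tbl1x and 0.0617 for each of Hoxa7, Baz1b and Rsf1, and by limma on guide means it was 0.0884 for Rfwd2 and Tbl1x.

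**Figure D2:**
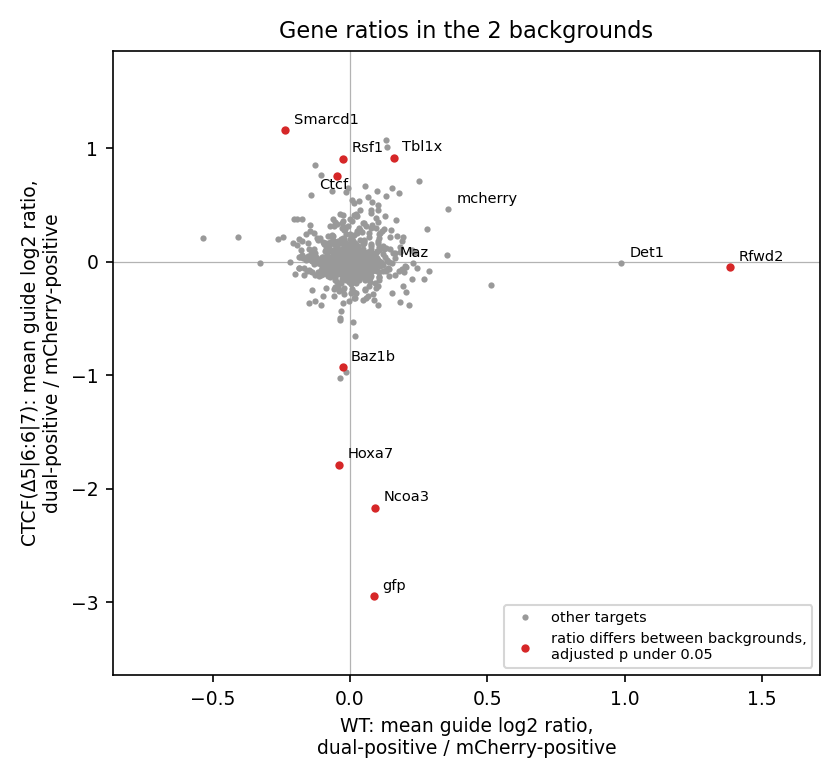
Mean guide log2 ratio (dual-positive over mCherry-positive) of 816 targets in WT, horizontal, and in CTCF(Δ5|6:6|7), vertical; each point is a target. Red points are the 9 targets whose ratio differed between backgrounds, among them Ncoa3 at 0.09 in WT and -2.17 in CTCF(Δ5|6:6|7).

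Across genes, the CTCF(Δ5|6:6|7) replicates correlated with each other, and the correlations of WT with them did not pass the test. Pearson's r of the gene log2 ratios was 0.725 and Spearman's rho 0.403 between the libraries numbered 1 and 2 of CTCF(Δ5|6:6|7) (permutation p = 1e-05 for both, the smallest the permutations can give, adjusted p = 3e-05 over 6 values). Between WT and these, r was -0.0111 (permutation p = 0.735, adjusted p = 0.882) and -0.0272 (permutation p = 0.402, adjusted p = 0.724), with rho at -0.0245 and -0.00274. Genes are not independent replicates. Guides of the same gene moved together in each screen, with an intraclass correlation of 0.202 in WT and 0.407 and 0.442 in CTCF(Δ5|6:6|7) (permutation p = 1e-05 each). At the looser threshold 7 targets were enriched in both backgrounds where 3.54 would be shared by chance (Fisher's exact p = 0.0763), among them Ccdc101, Kat7, Ltv1, Spop, Tbl1x and mcherry. This overlap passed the test at an unadjusted p under 0.05 without the guide number (9 shared, Fisher's exact p = 0.0299) and at an adjusted p under 0.25 (2 shared, Fisher's exact p = 0.0318). None was depleted in both, against 2.69 by chance (Fisher's exact p = 0.103). In opposite directions, Hipk2, Ncoa3, Zfp462 and gfp were enriched in WT and depleted in CTCF(Δ5|6:6|7), 4 against 2.31 by chance (Fisher's exact p = 0.282). Adnp2, Dppa2 and Smarcd1 were depleted in WT and enriched in CTCF(Δ5|6:6|7), 3 against 4.11 by chance (Fisher's exact p = 0.79). In CTCF(Δ5|6:6|7), Zfp462 passed the adjusted rank test with the replicate block (adjusted p = 0.0469) and when ranked by log2 ratio (0.0389; 0.0389 to 0.97 over all alternatives). The call of Dppa2 there (adjusted p = 0.00344) ended without mCherry-positive replicate 1 (0.283) or dual-positive replicate 2 (0.896).

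**Figure D3:**
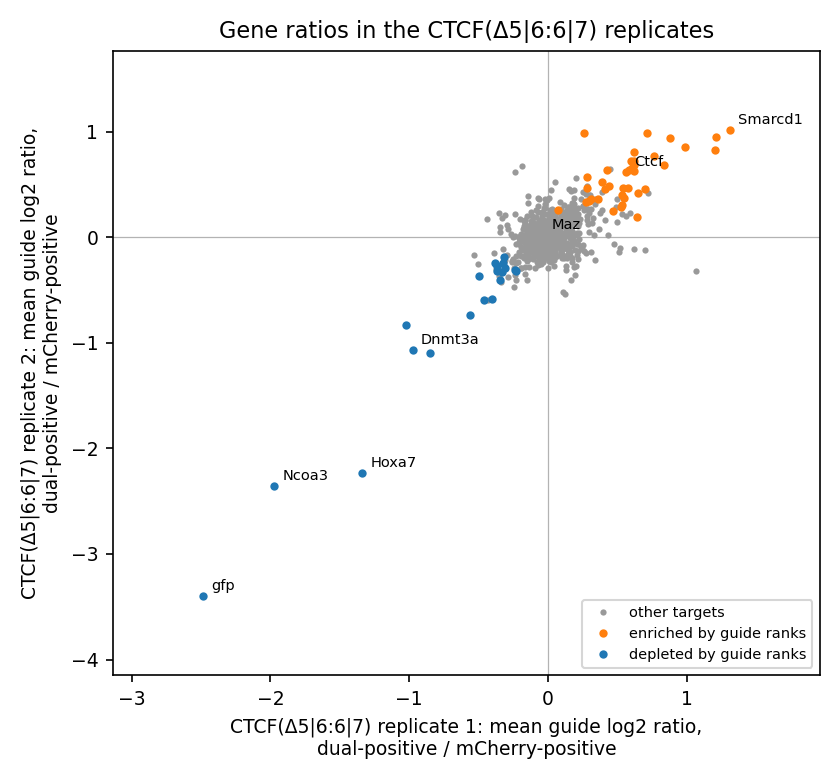
Mean guide log2 ratio (dual-positive over mCherry-positive) of 816 targets in the CTCF(Δ5|6:6|7) libraries numbered 1, horizontal, and 2, vertical; each point is a target. Orange and blue points are the 38 enriched and 20 depleted targets, and r over all targets is 0.725.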

Values the study reported

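The study reported 55 genes overrepresented in dual-positive MNs of the WT background and 165 in the CTCF(Δ5|6:6|7) background. It reported 43 genes found in the WT background alone.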

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

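The test of the difference between backgrounds was fixed before the data were examined, and the 3 tests of the WT libraries given here were chosen only after the result was seen. The difference itself (WT minus CTCF(Δ5|6:6|7), log2, edgeR) singled out 9 targets, of which 8 are described. It was 2.91 for gfp, 2.25 for Ncoa3, 1.73 for Hoxa7, 1.38 for Rfwd2 and 0.92 for Baz1b. It was -1.48 for Smarcd1, -0.98 for Rsf1 and -0.82 for Tbl1x. Ncoa3, Smarcd1 and gfp kept an adjusted p under 0.05 without dual-positive replicate 2 and without the most abundant guide of each gene, and the other 6 did not; Tbl1x also lost it without dual-positive replicate 1, and Rfwd2 and Tbl1x by limma on guide means.

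Guides against gfp and Hoxa7 fell in the dual-positive libraries of CTCF(Δ5|6:6|7) and not in that of WT. A lack of cutting in the WT line is argued against by Rfwd2, whose 4 guides rose by a mean of 1.38 there. Exchanged labels of WT libraries sorted as in CTCF(Δ5|6:6|7) are argued against by the gfp ratio of 0.0862, which such an exchange would put above 1. If eGFP did not separate the WT libraries, an exchange would still turn the sign of the mcherry guides there. These guides rose by 0.31 to 0.48 in WT and by 0.28 to 0.62 in CTCF(Δ5|6:6|7), which speaks for the labels as given. At the looser threshold 7 targets, mcherry among them, were enriched in both backgrounds, while 4 and 3 moved in opposite directions. The paper reported that MAZ loss derepressed posterior Hox genes in MNs with intact CTCF sites. All 4 guides against Maz were higher in the WT dual-positive library, which also goes with the labels, and an exchange would turn their sign. Maz did not pass the adjusted WT test, however. With targets moving both ways and 1 WT library per population, such an exchange is therefore not excluded. A WT dual-positive library that holds mostly cells that were not separated by eGFP from the reporter may account for the pattern: 0 of the 8 gfp and Hoxa7 guides lay under the 2.5th percentile of the non-targeting guides, but this restates the pattern and cannot decide. The paper's screen methods describe sorting eGFP-negative from double-positive cells, which should remove such cells. How cleanly the WT sort did so was not tested. A gate on eGFP should lower gfp guides in either background. All 4 gfp guides stood at 0.06 to 0.13 in WT. This argues against the deletion of the CTCF sites alone as the explanation for gfp. For the other targets the deletion stays open as an untested biological explanation. With 1 WT library per population the explanations left cannot be told apart. WT ratios of other genes, Maz included, carry the same uncertainty. For Maz this concerns the ratio measured here and not the paper's separate knockout. In that knockout the paper saw no added rise of eGFP in the CTCF(Δ5|6:6|7) line, where the Maz guides did not pass the test here either.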

How the results depend on the processing

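Scaling by non-targeting guides in the edgeR tests and the correlation without gfp, mcherry, Hoxa5 and Hoxa7 were chosen only after the data were seen; the latter gave r = 0.66 between the CTCF(Δ5|6:6|7) replicates. No result reversed. Counts of calls in WT, intraclass correlations, correlations and the Gini index stayed within 1.5 times or on their side of the threshold under each alternative run. With medians over guides, r and rho of WT with the replicates numbered 2, with no call, turned to 0.00581 and 0.0319. The filters on low counts removed nothing, so they test nothing. Given as higher and lower, the DESeq2 Wald test called 31 guides higher, and 56 and 34 genes by summed counts. Without the most abundant guide of each gene, summed counts called 7 and 6 and the difference between backgrounds 2 and 1. Leaving out 1 CTCF(Δ5|6:6|7) library gave 8 to 29 and 15 to 29 guides, 6 to 17 and 5 to 9 genes by summed counts, 19 to 23 and 8 to 11 by guide ranks, and 2 to 9 and 1 to 6 for the difference between backgrounds. With 1 library left in a population, that library is assumed to vary like the others. Guide ranks called 18 and 12 genes in the libraries numbered 1 alone and 27 and 11 in those numbered 2. The cause of these changes was not tested. The overlap of enriched genes passed Fisher's exact test at an unadjusted p under 0.05 without the guide number (9 shared, p = 0.0299) and at an adjusted p under 0.25 (2 shared, p = 0.0318). With an estimated correlation 0 lists were called, in place of 3.

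With the replicate number as a block, edgeR called 112 and 79 guides, 72 and 41 genes by summed counts, and 17 and 27 for the difference between backgrounds, while guide ranks called 27 and 16. It changed no call of a gene list and, apart from the values given with the results, no other call of a gene named here. In the rank test it changes the order of guides, not their ratios. Among named genes, 111 values of 26 genes by guide ranks in CTCF(Δ5|6:6|7) lost their call over all alternatives and 16 of 6 genes gained it. The summed-count test lost 51 values of 15 genes and gained 57 of 29, the difference between backgrounds lost 16 of 6 and gained 41 of 27, and guide ranks in WT lost 2 of 1 and gained 4 of 2. Depth left no guide at 0, with 65 the lowest count.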

Other observations

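Of the tests given here, the count over both pairs of libraries was chosen only after the result was seen. Guide abundance relative to the non-targeting guides, averaged over the 6 libraries, showed which guides were abundant or rare after sorting; starting abundance was not analysed here, so part of it can come from the guide pool. Guides against Trp53, the tumor suppressor p53, were 24.7-fold above the median non-targeting guide (log2 4.63). Rreb1 (1.04) was the only other gene above 1, followed by Setd2 (0.64). The median gene stood at -0.91, and 176 of 816 targets stood under -2. The lowest were Hist1h3d at -4.54, the splicing factor Phf5a at -4.45 and Wdr82 at -4.26. Ctcf stood at -3.06, Smc3 at -3.48 and Rad21 at -2.82, against -0.52 for Maz. These genes were chosen after their values were seen, apart from those the study names.

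Lists with fewer than 5 measured genes also held members that moved in CTCF(Δ5|6:6|7). The pluripotency factors Tet1 and Tfcp2l1 fell to -0.50 and -0.30 (adjusted p = 0.00204 and 0.0148 by guide ranks). Brd2, a BET bromodomain protein, rose by 0.42 (adjusted p = 0.00502). Within the HoxA cluster, Hoxa6, which lies between Hoxa5 and Hoxa7 in the GRCm38.p6 annotation, stood at -0.01 and Hoxa4 at 0.00, with adjusted p-values of 1. The Tfcp2l1 call ended without mCherry-positive replicate 1 (adjusted p = 0.0549), dual-positive replicate 1 (0.713, at a ratio of -0.19), mCherry-positive replicate 2 (0.521) or dual-positive replicate 2 (0.0596). That of Brd2 ended without mCherry-positive replicate 2 (0.211) or dual-positive replicate 2 (0.101) and with the replicate block (0.0558), and that of Tet1 without mCherry-positive replicate 2 (0.0891).

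Guides against 3 of 5 growth suppressors, Nf1 and Trp53 among them, and against Ctcf and Pds5a were enriched in the dual-positive libraries of CTCF(Δ5|6:6|7), but the growth suppressor list had an adjusted p = 0.279 with an estimated correlation. With the replicate block, guide ranks did not call Trp53, Ctcf and Pds5a (adjusted p = 0.0974, 0.084 and 0.0794) at ratios of 0.16, 0.59 and 0.53, while summed counts called Ctcf and Pds5a (0.000455 and 2.39e-05). A candidate explanation is that growth or loss of cells before the split sets the ratio. Across genes, WT mCherry-positive abundance and the CTCF(Δ5|6:6|7) ratio had a Spearman rho of -0.243, between the bounds of 0.1 and 0.3 set before it was computed, so it decides neither way. Noise from low counts may also contribute for Nf1, Ctcf and Pds5a. Low counts do not describe Trp53, whose guides stood 24.7-fold above the median non-targeting guide. All 4 of Trp53, Nf1, Ctcf and Pds5a had positive ratios in both pairs, but they had been picked because these libraries called them. That count therefore decides nothing, and no biological explanation was tested.

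At an unadjusted p under 0.05 by guide ranks, 44 targets were enriched in WT, 35 of them in WT only, and 79 in CTCF(Δ5|6:6|7). Each of these counts is lower than the value quoted from the study above, the last by the widest margin. The WT count depended on the ranking and on the guides kept: it was 61 when guides were ranked by log2 ratio and 55 without the strongest guide of each gene. The CTCF(Δ5|6:6|7) count was 92 when ranked by log2 ratio, still below the study's value. An equal count does not show that the same genes were called. With the minimum of 3 guides the main counts were 37 in WT and 78 in CTCF(Δ5|6:6|7).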
